A study of Fukomys damarensis and Heterocephalus glaber and Cavia porcellus with 28 samples.

How the data were processed

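Heart and liver of 4 rodent species were profiled by RNA sequencing of total RNA after removal of ribosomal RNA: the naked mole-rat, the Damaraland mole-rat, the guinea pig and the mouse. The naked and Damaraland mole-rats are long-lived subterranean African rodents, and the guinea pig and mouse serve as outgroups. The labels give 28 libraries from 14 heart and 14 liver samples. Heart was taken from 3 naked mole-rats, 5 Damaraland mole-rats, 3 guinea pigs and 3 mice. Liver was taken from 4 naked mole-rats, 5 Damaraland mole-rats, 3 guinea pigs and 2 mice. All animals were male apart from the animal of Damaraland liver replicate 4. Age was bound to species: guinea pigs were 2.3 months old, mice 2, naked mole-rats 13 to 17 and Damaraland mole-rats 36 to 48, so neither age nor species could be separated from the other. Of 18 animals named in the labels, 10 gave both a heart and a liver library, when names are read without regard to capitals. The labels of a Damaraland animal in that number, DMR1, give 48 months for its heart and 36 for its liver, so its age or its identity across tissues is in doubt.

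The deposited tables hold variance-stabilised values on a log2-like scale, made from salmon quantification per the file names; the aligner index, genome builds, gene annotation, assignment of genes across species and software versions are not stated in the labels. Each tissue has its own table, transformed separately, with 13928 rows of mouse gene identifiers, of which 13921 were matched to a symbol. The tables carry 26 further columns that belong to other series, and these were not used. A gene with 0 reads has the value 5.3645 in heart and 4.2893 in liver, called the floor below. The values compress differences of rare genes: in heart a 2-fold change from 10 reads moved the value by 0.254 and a 2-fold change from 1000 reads by 0.933, and in liver the same changes moved it by 0.372 and 0.97. Inverting the transform and dividing by the step of 1 read gave whole numbers for 100% of values in every library (largest deviation 6.4e-08 in heart and 6.2e-08 in liver). These recovered reads gave the depth of each library and were used for an additional test, but not for the main test. Scaled reads below are recovered reads divided by the library's size factor. This factor was the same for all genes of a library, so it holds no correction for gene length differences between species. A length correction made before the transform cannot be seen in the values, so such differences may remain in them. Total recovered reads ran from 4089633 to 26985779 in heart and from 11220505 to 21467939 in liver.

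Genes were tested with limma 3.58.1 in R 4.3.3 on the deposited log2-like values, separately for each tissue, with a coefficient for each species, an empirical Bayes variance trend and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and an absolute difference of at least 1. Genes with a mean over all samples under floor + 1 were left out, which kept 10667 genes in heart and 10887 in liver. The average contrast set the mean of the mole-rats against the mean of the outgroups. A gene shifted in both mole-rats had to be called in all 4 contrasts of a mole-rat against an outgroup with the same sign. A gene shifted in a single species, or in that species alone, had to be called against each of the other species. Such a gene could also be shifted in both mole-rats, so these sets overlap. The same counts were made for the 3 ways of pairing 4 species. Library similarity was tested by permuting the species labels 100000 times. Gene lists written before the data were examined (glycolysis, fructose metabolism, fatty acid oxidation, oxidative phosphorylation, NRF2 targets, hypoxia response and, in heart, sarcomere) were tested with camera at an inter-gene correlation of 0.01. Heart and liver were compared by calls only, since the tables were normalised separately. Named genes were taken by a rule set before the data were examined: per tissue the 5 largest positive and 5 largest negative average contrasts among genes shifted in both mole-rats, with every mole-rat library on the same side of every outgroup library and all species means at least 1 above the floor, and the 3 largest in each direction for each mole-rat alone under the same conditions, beside Myh6, Myh7, Tnni1 and Tnni3 in heart and Khk and Slc2a5 in both tissues.

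Alternatives covered the size threshold, the filter on low values, centring, quantile normalisation, the variance model, sample weights, a replicate block and leaving out each library. A pair of alternatives, voom on the recovered reads and reads thinned to equal size factors, was chosen after seeing the data, as were a filter of at least 100 mean scaled reads in each species for the pairings and the pairing counts under settings other than quantile normalisation. The pipeline was tested on simulated data: reads of the real genes were drawn with 200 genes changed 2-fold or 4-fold. Changed genes were taken further above the floor than the filter requires, so recovery of the lowest genes was not tested. All other genes had the same mean in every species, unlike the real data, so the shares hold for that simpler setting. Among 10940 genes tested in heart, 96% of the 4-fold changes were recovered in the average contrast and 83.5% in the stricter set of both mole-rats; among 11224 in liver the shares were 96.5% and 81%. At 2-fold, 15% of changes were called in the average contrast in heart (10966 genes) and 25% in liver (11221 genes), and 1% and 4% in the set of both mole-rats, since the size threshold on compressed values excludes most of them. False calls were at most 0.03% of unchanged genes at that threshold with limma. Within groups, 39 pairs of libraries were compared by a chi-square of their reads over genes with at least 20 reads; the statistic per degree of freedom ran from 19.4 to 185. This comparison covers counting error only and served to look for a library deposited more than once, of which no pair gave a sign. Figures were drawn with matplotlib 3.10.9.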

Results

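Gene expression was measured by sequencing ribosomal-RNA-depleted total RNA from heart and liver of the naked mole-rat, the Damaraland mole-rat, the guinea pig and the mouse. The series was set up to compare gene expression evolution in mole-rats, with the guinea pig and mouse as outgroups. Total recovered reads were 4089633 to 22526618 per library in naked mole-rat heart, 8551766 to 22024715 in Damaraland heart, 16129660 to 20551768 in guinea pig heart and 23485705 to 26985779 in mouse heart. In liver they were 12359041 to 20686892, 11704633 to 18044619, 13945522 to 21467939 and 11220505 to 18366998 in the same order. Naked mole-rat heart replicate 3 had the lowest depth and 12.91% of genes at 0 reads. All values below are on the deposited log2-like scale unless reads are stated, and errors are SD across animals or, for contrasts, the limma standard error.

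The tissue labels were checked with marker genes. In heart libraries Myh6 ranked from 1 to 18, Actc1 from 4 to 17 and Tnnt2 from 4 to 25 among all genes, while Nppa, a natriuretic peptide gene, ranked from 39 to 5498. In liver libraries Alb ranked 1 in all 14 libraries, Ttr from 7 to 57 and Fgb from 8 to 22. Apoa1 ranked from 4 to 8904 in liver. In the heart libraries Alb ranked from 45 to 6421, and in liver Myh6 ranked from 1072 to 5683.

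Libraries were more alike within than between species. The mean Spearman correlation was 0.963 within and 0.700 between species in heart, and 0.974 and 0.721 in liver. The differences of 0.263 and 0.252 gave one-sided permutation p-values of 1e-05 each, the smallest that the 100000 permutations can give. In liver the nearest other species of both mole-rats was the other mole-rat for every library (mean correlation 0.741), against 0.698 to 0.721 for a mole-rat with an outgroup. In heart the naked mole-rat was nearest to the Damaraland mole-rat (0.711), but Damaraland hearts had a mean of 0.723 with guinea pig hearts. The outgroups, guinea pig with mouse, had a mean of 0.724 in heart, the highest between species there, and 0.732 in liver.

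For the comparison of mole-rats with outgroups, 2493 of 10667 genes differed in heart in the average contrast (1153 higher and 1340 lower in mole-rats), and 3056 of 10887 in liver (1642 higher and 1414 lower). Dropping the size threshold moved the heart count most, to 7182. Genes shifted in both mole-rats against both outgroups numbered 499 in heart (220 higher and 279 lower) and 685 in liver (372 higher and 313 lower). With voom on the recovered reads the heart count was 893. The other pairings of the species gave fewer such genes. In heart, naked mole-rat with guinea pig gave 291 and naked mole-rat with mouse 285; in liver these pairings gave 425 and 423. With 4 species there are only 3 pairings, so no p-value is attached to this order. A gene that sets the mole-rats against the outgroups also pairs guinea pig with mouse.

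**Figure D1:**
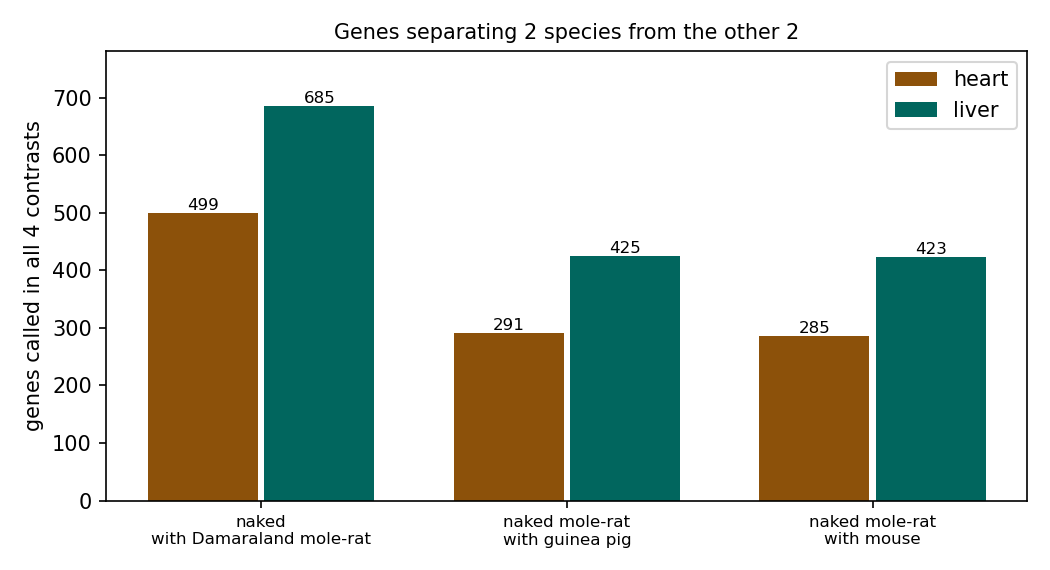
Bars give the number of genes called in all 4 contrasts that set a pair of species against the other pair, on the vertical axis from 0, for the 3 pairings on the horizontal axis in heart and liver. The pairing of the mole-rats gave 499 genes in heart and 685 in liver, more than the other pairings with 285 to 425.

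Among the genes tested in both tissues (10109), 448 were shifted in both mole-rats in heart and 597 in liver. Of these, 129 were shifted in both tissues with the same sign (56 higher and 73 lower), and 2 had opposite signs. Independent tissues would share 13.1, but independence is not a fair baseline. The same species were compared in both tissues, so a gene that differs between species in any tissue counts in both. In addition, 10 of the 18 animals gave both tissues. The ratio to the number for independent tissues was 9.85 for the mole-rats. It was below the ratios of the other pairings, 11.2 for naked mole-rat with guinea pig (56 genes) and 12.34 for naked mole-rat with mouse (58 genes). Without a size threshold the mole-rat count was 479, where independent tissues would share 116.9, and the ratio was lower at 4.1.

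The rankings here and for liver hold among the genes shifted in both mole-rats that met the rule for named genes. In heart, Pygl (ENSMUSG00000021069), a glycogen phosphorylase gene, had the largest positive average contrast among them. Its value was 12.75 ± 0.23 (SD, n = 3) in naked and 14.89 ± 1.02 (SD, n = 5) in Damaraland mole-rat, against 7.41 ± 0.38 (SD, n = 3) in guinea pig and 7.58 ± 0.37 (SD, n = 3) in mouse. The contrast was 6.33 (SE 0.31; limma adjusted p 3.87e-11). Mean scaled reads of Pygl were 7577 and 40381 in the mole-rats and 112 and 135 in the outgroups. Those of its muscle paralog Pygm were 3473 and 22624 in naked and Damaraland mole-rat, and 12772 and 25620 in guinea pig and mouse. Under that rule Pla1a, Tmem179, Tnnt1 and C4b followed Pygl with contrasts of 4.25, 4.14, 3.81 and 3.66, with limma adjusted p-values of at most 5.54e-09. The largest negative contrast under that rule was that of Lynx1 at -4.66 (SE 0.15; limma adjusted p 8.28e-13). Macf1 at -4.50, Trp53inp2 at -4.15, Ccng1 at -3.99 and Fblim1 at -3.73 followed. The Macf1 mean was 7.58 in naked and 10.11 in Damaraland mole-rat, against 13.33 in guinea pig and 13.36 in mouse.

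**Figure D2:**
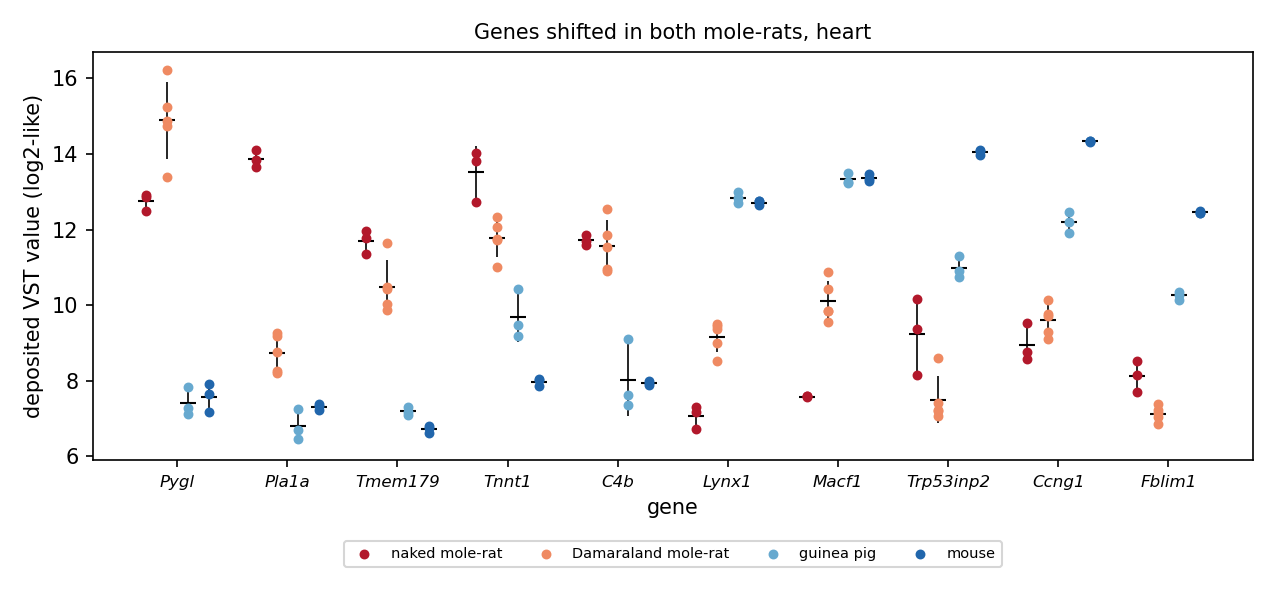
Points are the deposited log2-like values of each heart library for the 10 named genes, coloured by species, with black marks for the mean and bars for the SD. Pygl lies between 12.49 and 16.22 in mole-rat libraries and between 7.12 and 7.92 in outgroup libraries.

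In liver, the largest positive contrast under the same rule was that of Slc6a9 at 5.32 (SE 0.13; limma adjusted p 5.67e-15). Erbb2 at 5.15, Slc39a5 at 4.94, Slc1a4 at 4.67 and Ahnak at 4.65 followed. Ahnak had a mean of 6.75 in guinea pig against 11.01 in mouse and 13.24 to 13.81 in the mole-rats. The largest negative contrast under that rule was that of mt-Nd1 at -5.03 (SE 0.22; limma adjusted p 3.78e-12). Macf1 at -4.76, Mgll at -4.08, Rgs5 at -3.85 and Psen2 at -3.84 followed. For mt-Nd1, naked mole-rat differed by -1.495 from guinea pig and -1.667 from mouse, and Damaraland mole-rat by -8.399 and -8.572. Its first place thus came mainly from Damaraland mole-rat. All 12 mitochondrially encoded genes in the tables had few reads in every Damaraland library, at most 0.03% of reads in total in heart and 0.02% in liver, against 5.42% to 26.88% in heart and 2.88% to 7.08% in liver of the other species.

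**Figure D3:**
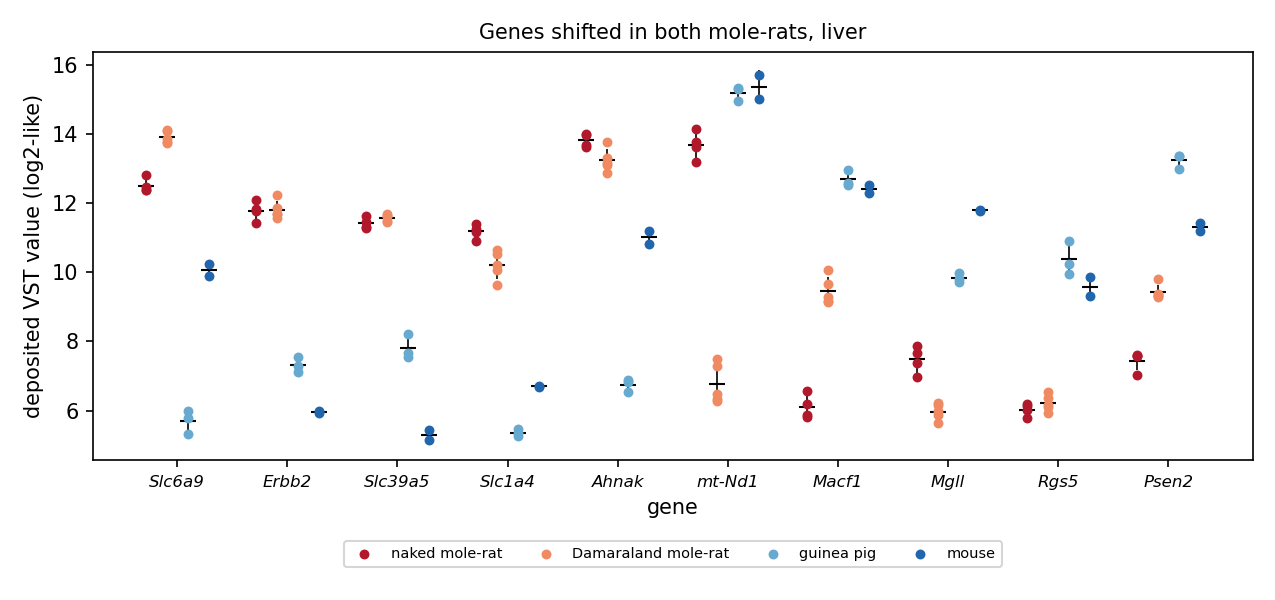
Points are the deposited log2-like values of each liver library for the 10 named genes, coloured by species, with black marks for the mean and bars for the SD. Slc6a9 had a mean of 12.50 in naked and 13.91 in Damaraland mole-rat, and 5.70 in guinea pig and 10.07 in mouse.

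**Figure D4:**
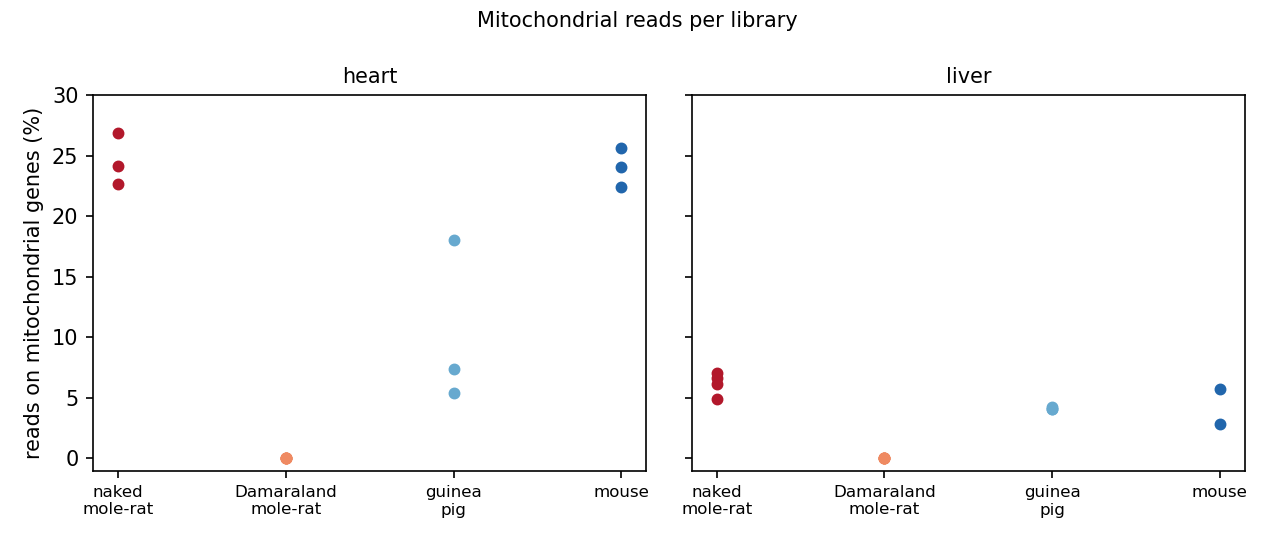
Each point is the percentage of a library's recovered reads on mitochondrially encoded genes, by species, in heart and liver. Damaraland libraries lie at 0.00% to 0.03%, and all other libraries lie at 2.88% or above.

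Between the mole-rats, 3135 genes differed in heart (1516 higher and 1619 lower in naked mole-rat) and 3720 in liver (1802 higher and 1918 lower). Genes shifted in naked mole-rat alone numbered 962 in heart (520 higher and 442 lower) and 1119 in liver (635 higher and 484 lower). Genes shifted in Damaraland mole-rat alone numbered 721 in heart (412 higher and 309 lower) and 959 in liver (600 higher and 359 lower). Genes shifted in guinea pig alone numbered 705 in heart and 1021 in liver, and genes shifted in mouse alone 1109 in heart and 1324 in liver. The balance of directions in heart depended on the setting for the mole-rats: voom gave 547 higher and 662 lower for Damaraland alone and 727 higher and 795 lower for naked alone. The genes named next were ranked under the rule for named genes. In heart, Pla1a, Myh7b and Wdr62 were highest in naked mole-rat alone, by 6.25, 4.70 and 4.60 against the mean of the other species. Cox7c, Macf1 and Polr2m were lowest, by -5.11, -4.69 and -4.67. Pygl, Anapc7 and Acaca were highest in Damaraland mole-rat alone, by 5.65, 4.89 and 4.73, and mt-Co1, mt-Cytb and mt-Co3 were lowest, by -10.48, -10.42 and -10.37. Of the heart genes named here, Pla1a, Macf1 and Pygl were also shifted in both mole-rats, so the sets overlap. In liver, Gys1, Epcam and Myom1 were highest in naked mole-rat alone, by 5.64, 4.93 and 4.91, and Hsd17b2, Arhgef12 and Epn1 were lowest, by -7.59, -5.96 and -5.79. Epn1 was also near absent from naked mole-rat heart, with 8.6 mean scaled reads. Kif26a, Slc6a9 and Atp8a1 were highest in Damaraland mole-rat alone, by 5.41, 4.49 and 4.48, and mt-Cytb, mt-Co1 and mt-Atp6 were lowest, by -9.27, -9.21 and -9.18.

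Several genes were fixed for reporting beforehand. In heart Myh7 was 19.23 in naked mole-rat, 18.07 in Damaraland mole-rat, 18.43 in guinea pig and 10.25 in mouse, with an average contrast of 4.31 (SE 0.30; limma adjusted p 2.54e-09) that did not hold against guinea pig. Myh6 had an average contrast of -0.21 (SE 0.31; limma adjusted p 0.571), in which the mole-rats moved apart. It was called lower in naked mole-rat alone, by -2.48 against Damaraland mole-rat, -1.17 against guinea pig and -1.72 against mouse (limma adjusted p 0.0373 or lower), and Damaraland mole-rat was 1.31 above guinea pig (limma adjusted p 0.0109). The naked mole-rat call rested on 2 of 3 animals: Myh6 was 16.27 and 16.90 in replicates 2 and 3, but 18.98 in replicate 1, above the guinea pig libraries (18.47 to 18.67). Myh6 and Myh7 are related genes, and how their shared reads were counted is not stated. Mean scaled reads in mouse heart were 625652 for Myh6 and 1306 for Myh7, so few reads of Myh6 were counted as Myh7 there, and the other species were not checked. Tnni1 was 4.25 higher (SE 0.37; limma adjusted p 3.39e-08) and was called in all 4 contrasts, and Tnni3 was -0.55 (SE 0.13; limma adjusted p 0.00164) and under the size threshold. Tnni3 differed from mouse, by -1.29 in naked and -1.09 in Damaraland mole-rat, and not from guinea pig (-0.02 and 0.18). Slc2a5, the fructose transporter gene GLUT5, was 3.93 higher in heart (SE 0.22; limma adjusted p 2e-10), with every mole-rat library above every outgroup library, and 2.44 higher in liver (SE 0.36; limma adjusted p 1.32e-05), where it was not called in all 4 contrasts. Khk was 0.82 higher in heart (SE 0.20; limma adjusted p 0.00154) and 0.82 in liver (SE 0.17; limma adjusted p 0.000421), in each case under the size threshold. The Khk difference came from guinea pig, over which the mole-rats were 1.27 to 2.29 higher. Against mouse Khk was 0.07 in naked and -0.07 in Damaraland heart, and -0.66 and 0.36 in liver.

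No gene list passed the threshold with camera, among 13 list tests: the lowest adjusted p was 0.455, the lowest unadjusted p was 0.0943, and 0 lists had an unadjusted p under 0.05. In heart the median contrasts were -0.21 for glycolysis, 0.28 for fructose metabolism, -0.19 for fatty acid oxidation, -0.24 for oxidative phosphorylation, 0.65 for NRF2 targets, 0.16 for hypoxia response and 0.48 for sarcomere. In liver they were 0.08, 0.81, 0.32, -0.16, 0.50 and -0.02 in that order without sarcomere. Single genes of the lists were called in the average contrast in both directions. In heart, over all genes tested, the calls were 5 higher and 3 lower of 24 glycolysis genes, 2 and 0 of 7 fructose metabolism genes, 0 and 4 of 24 fatty acid oxidation genes, 1 and 6 of 35 oxidative phosphorylation genes, 7 and 4 of 19 NRF2 targets, 2 and 3 of 20 hypoxia response genes and 6 and 1 of 21 sarcomere genes. In liver they were 5 and 2 of 24, 3 and 1 of 8, 5 and 0 of 24, 2 and 1 of 35, 7 and 3 of 19, and 3 and 1 of 20 in that order without sarcomere. The number of calls was the same for each list when adjusted over the list alone. Few were called in all 4 contrasts: 0 or 1 per list in heart and at most 3 in liver. The fry test called 4 lists in each tissue: fructose metabolism, fatty acid oxidation and NRF2 targets in both, with sarcomere in heart and hypoxia response in liver. It asks whether a list shifts at all, whereas camera compares it with the other genes. Without the size threshold 7182 heart genes and 7407 liver genes differed, so a fry call does not set a list apart. Fatty acid oxidation had opposite medians, -0.19 in heart and 0.32 in liver.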

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

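The tests in this part were chosen after the values were seen. Among 86 comparisons of named genes and library measures in the groups of 4 or 5 libraries, 6 values stood apart from the rest of their group, where about 1 in 20 would by chance. In Damaraland heart, Anapc7 in replicate 5 was 12.62 against 13.93 to 14.36 in the others, Trp53inp2 in replicate 1 was 8.60 against 7.06 to 7.41, and Wdr62 in replicate 4 was 6.86 against 6.56 to 6.64. In Damaraland liver, Gys1 in replicate 5 was 7.88 against 6.61 to 6.80, and Psen2 in replicate 1 was 9.80 against 9.27 to 9.38. In naked mole-rat liver, Psen2 in replicate 3 was 7.02 against 7.563 to 7.601. Sequencing depth of the library was tested: 2 of the 6 values lay in the library with the lowest or highest total reads of its group, so depth does not account for the set. The number of outlying values is close to what chance gives, and no biological explanation was tested. None of the 193 named and listed genes was shifted in opposite directions by all mole-rat libraries in heart and liver.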

How the results depend on the processing

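Apart from the added alternatives, all choices were made before the data were examined. The pairing counts below other than quantile normalisation were added later. Counts moved most with the thresholds, by construction. Without a size threshold they were 7182, 1580, 6661, 2498 and 2096 in heart for the average contrast, both mole-rats, naked against Damaraland mole-rat, naked alone and Damaraland alone, and 7407, 1733, 7367, 2670 and 2346 in liver. Testing against a difference of 1 gave 1194, 161, 1481, 405 and 296 in heart and 1705, 237, 2154, 543 and 453 in liver. Keeping genes above the table median, so testing fewer genes, gave 1530, 292, 2024, 590 and 476 in heart and 1748, 404, 2210, 668 and 513 in liver. Shifts shared by the tissues were 479 without a size threshold and 57 above the table median. With voom on the recovered reads, chosen after seeing the data and free of the compression of rare genes, heart counts were 3841 for the average contrast, 893 for both mole-rats, 1522 for naked alone and 1209 for Damaraland alone; the other 6 counts of these contrasts stayed within 1.5 times the main ones under voom, and all 10 did under thinned reads, the other filters, centring, quantile normalisation, variance models and weights. Shifts shared by the tissues were not counted under voom.

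The balance of higher against lower genes turned over in several cases. In heart, naked alone had 520 higher and 442 lower, but 222 and 368 above the table median and 727 and 795 with voom, and Damaraland alone had 412 and 309, but 547 and 662 with voom. The heart average contrast, 1153 and 1340, became 1247 and 1234 with each library centred on its median. Naked against Damaraland mole-rat, near balance, became 1717 and 1690 in heart without a filter, 1653 and 1612 with genes above the floor in each species, and in liver 1894 and 1842 when centred and 1890 and 1881 under quantile normalisation. In liver, both mole-rats became 335 and 336 under quantile normalisation, and naked alone 320 and 348 above the table median. Against a difference of 1, both mole-rats in heart had 55 and 106.

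The other pairings, naked mole-rat with guinea pig and with mouse, moved with the same settings. In heart they gave 1117 and 1094 without a size threshold, 83 and 76 against a difference of 1, 186 and 178 above the table median, 579 and 567 with voom, and 133 and 118 (211 for the mole-rats) with at least 100 mean scaled reads in each species. In liver these were 1250 and 1249, 150 and 146, 237 and 225, 641 and 636, and 153 and 149 (251 for the mole-rats). The mole-rat pairing stayed above both in each of these settings, with a ratio to the higher other pairing of 1.39 to 1.94.

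Leaving out each library in turn moved none of the 10 counts of these contrasts by over 1.5 times, and was not run for the other pairings or the shifts shared by the tissues: heart shared genes ran from 485 to 524 and liver from 654 to 706, and the average contrast from 2462 to 2538 and from 3022 to 3115. Leaving out a mouse liver was not run for results that include mouse, since it leaves 1 library. Replicate numbers do not pair the samples, as the individuals differ between species and the correlations of same-numbered deviations averaged 0 in heart (18 pairs, 2 over 0.1) and 0.001 in liver (16 pairs, 5 over 0.1). With the replicate block the counts were 479 heart genes and 692 liver genes in both mole-rats, and the block moved no count by over 1.5 times.

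Gene list results depended on the test and the outgroup. With fry 4 lists were called in each tissue, from 0. Without guinea pig 2 were called in heart, fatty acid oxidation (median -0.866; camera adjusted p 0.00221) and oxidative phosphorylation (-0.645; 0.00694), and 1 in liver, oxidative phosphorylation (-0.62; 0.0153), each lower in mole-rats than in mouse. List medians reversed in heart without guinea pig for glycolysis (0.098), hypoxia response (-0.095) and sarcomere (-0.131), and without mouse for fatty acid oxidation (0.492) and oxidative phosphorylation (0.039). In liver hypoxia response reversed without guinea pig (0.047), without mouse (0.543), without guinea pig liver replicate 3 (0.012) and without naked mole-rat liver replicate 4 (0.01; from -0.074 to 0.012 over the fits that left out a library), and oxidative phosphorylation reversed without mouse (0.266). The average contrast of Myh6 in heart, not called, reversed with sample quality weights (0.037) and without naked mole-rat heart replicate 2 (0.072), and ran from -0.605 to 0.072 across the 14 fits that each left out a library. Khk in heart rose past the size threshold with weights (1.05), voom (1.58) and without naked mole-rat heart replicate 3 (1.02). The cause was not tested. In all, 638 of 660 values of named genes and lists under other settings kept their direction and side of the threshold (13 rose past it, 9 reversed), as did 846 of 850 with a library left out (1 rose past it, 3 reversed). Depth limits the low genes: naked mole-rat heart replicate 3 had 4089633 reads.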

Other observations

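The tests in this part were chosen, or first written down, only after the patterns were seen. Other assignments of the animals to the groups were counted. For naked against Damaraland mole-rat in heart, 1 of 56 splits of the animals, the real one, gave as many genes (highest other 526), and in liver 1 of 100 drawn (highest other 2803). Permuting all species labels in 100 draws gave 1 as large, the real one, for the average contrast in heart and in liver, for both mole-rats in heart (highest other 0) and for Damaraland alone in heart. For naked alone in heart 2 of 100 were as large; the other, with 1195 genes, placed the 3 mice in the naked mole-rat position, and so compares mouse with the rest. Most other assignments mix species within a group, which raises the spread within groups, and their median count was 0 in each of these comparisons. The draws therefore show that the libraries group by species, and say nothing on whether the counts are large for a comparison of species.

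Mitochondrially encoded genes were near 0 in every Damaraland library, with at most 0.03% of reads in heart and 0.02% in liver. Each of the 12 genes had a log2 ratio of -7.34 or lower to the lowest other species in both tissues. Fewer mitochondria in the tissue, as the whole cause, would lower nuclear-encoded respiratory chain genes too. The median of 35 such genes differed by 0.254 in heart and -0.261 in liver from the other species, and the lowest by -1.73 and -1.04, far from the mitochondrial genes. A Damaraland reference without mitochondrial transcripts stays open and cannot be told apart from other causes, since low reads are the pattern itself and the reference was not used here. Such a reference would give 0 reads unless reads from elsewhere match, but mt-Co1 had 238 to 1234 reads per Damaraland heart library and 121 to 574 per liver library.

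Genes far lower in a single species in both tissues included genes that most cells use. Counting genes at least 16-fold lower than in each other species in both tissues, with at least 100 scaled reads in those, gave 85 genes (46 in naked mole-rat, 19 in Damaraland mole-rat, 10 each in guinea pig and mouse), against 32 at least 16-fold higher. The excess lay in naked mole-rat (46 lower and 9 higher). Without the 12 mitochondrial genes Damaraland mole-rat had 7 lower and 5 higher, guinea pig had 10 and 5, and mouse had 10 and 13. Within a single tissue the sums over the 4 species had the opposite order, with 174 lower and 241 higher in heart and 229 and 321 in liver, while naked mole-rat had 68 lower and 62 higher in heart and 74 and 82 in liver. Rpl8, Rpl4 and Rps13, ribosomal protein genes, had at most 0.9 scaled reads in naked mole-rat heart and liver, where each other species had at least 419.8, and Tpi1 had 0 in Damaraland mole-rat against 2739.2 or more elsewhere; these were picked after their values were seen. Missing or truncated gene models in the reference of a species cannot be told apart from a loss of expression here, since lower genes had to be expressed in both tissues of all other species and higher genes did not, and no annotation was used. Ahnak in guinea pig, Epn1 in naked mole-rat and the mitochondrial genes in Damaraland mole-rat belong to this set.

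More genes set the mole-rats against the outgroups than divided the species in either other pairing. The same genes also pair guinea pig with mouse, so the excess cannot be assigned to the mole-rats rather than to the outgroups. Unequal depth was tested by thinning reads to equal size factors, after which the ratio to the higher other pairing was 1.67 in heart and 1.58 in liver. Restricting to genes with a mean of at least 100 scaled reads in each species gave 1.59 and 1.64. Genes wholly missing from the reference of a species drop out there. These values argue against unequal depth and against wholly missing genes as the whole cause. Genes with far fewer reads in a species can still pass. Macf1 had 130.7 scaled reads in naked mole-rat heart, against 11349.3 in guinea pig heart. Truncated gene models are therefore not covered and stay open. Ages cannot be told apart from species, since the youngest mole-rat was 13 months and the oldest outgroup animal 2.3. Shared ancestry stays open as untested.

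Pygl in heart was high in both mole-rats. Reads of Pygm, the muscle form, may be assigned to Pygl; then Pygm should fall. In Damaraland mole-rat Pygm rose by 0.32 log2 in scaled reads over the outgroups, which argues against it, while in naked mole-rat Pygm changed by -2.38, so there the assignment stays open beside a change of expression.

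Naked mole-rat hearts held 6948 to 30974 reads of Alb. If liver RNA is present in these libraries, other abundant liver genes should reach the same share of their liver level. For 19 such genes the median share was 0.779% to 1.497%, against 0.496% to 1.42% for Alb, a ratio of 1.10 over the 3 libraries (median). The same agreement at lower shares was seen in other species, where Alb was at 0.019% to 0.29% of its liver level. Liver RNA in the heart libraries, from tissue or from pooled sequencing, is consistent with these values. At a share of 3%, such RNA could reach the naked mole-rat heart level of 64 of the 520 genes higher in naked mole-rat alone. The same held for 16 of the 220 genes higher in both mole-rats. Both counts used naked mole-rat heart and liver only. In Damaraland hearts the median share was 0.1008% to 0.3312%, and the 16 genes were not checked there.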
